A study of Danio rerio with 4 samples.

How the data were processed

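Single-cell RNA was measured in 4 libraries of intestine and attached tissue dissected from zebrafish larvae 6 days after fertilization, of which 2 came from conventionally reared fish and 2 from germ-free fish, meaning fish raised without microbes. Per the labels' protocols, cells were captured on the 10x Genomics Chromium platform with the 3′ v3 kit, which tags each captured molecule with a unique molecular identifier (UMI) so that amplification copies are counted once. The deposited files hold raw UMI counts per gene and barcode in sparse matrices, with no normalization. Per the file headers, the matrices were written by software of version 3.0.2, which is not named there. The aligner, genome build and annotation are not stated in the labels or headers, so no coordinates are given and genes are named by the symbols and Ensembl identifiers in the files. Of the 27771 gene identifiers, 25097 matched the gene name table used here, and 1225 identifiers had a symbol carried by another identifier as well. Such genes were kept apart and are written with their identifier. Counting may split reads between near-identical copies, which concerns the pancreatic enzyme families in particular.

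The sample groups and the replicate numbers were taken from the sample titles: replicates 1 and 3 are conventionally reared, and replicates 2 and 4 are germ-free. The deposited matrices held only barcodes with at least 500 UMIs. Cells with a mitochondrial share of UMIs above 25% (13 genes) were left out. Scrublet (in scanpy 1.11.5) scored doublets within each library, and the highest scores were removed at a rate of 0.8% per 1000 barcodes, which removed between 2.53% and 7.64% of the barcodes of a library. The remaining 15993 cells of 24213 barcodes were scaled to 10000 UMIs, log-transformed and reduced to 40 principal components of the 2000 most variable genes. They were clustered with the Leiden method (leidenalg 0.10.2, resolution 1) on a shared-neighbour graph of 20 neighbours, without correction between libraries.

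Clusters were named from lists of marker genes for 29 cell types. These lists, the gene sets, the response list, the rule for naming genes and the first group of alternatives below were fixed before the data were examined. A cluster took a name if at least 3 markers were detected in at least 10% of its cells at 2 times the level in the other cells and its mean marker score was at least 0.5, and it stayed unnamed where its 10 leading genes held more markers of another type. A cluster whose cells had a median UMI count below the library median divided by 3 also stayed unnamed unless a marker led it. The scoring thresholds were set after the files were opened. Of 37 clusters, 32 received a name in 20 classes and 5 stayed unnamed. A class is called by its type with the suffix "-like".

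Counts were summed per library over all kept cells and over each class with at least 20 cells in every library. The quasi-likelihood test of edgeR 4.0.16 compared germ-free with conventionally reared libraries after TMM scaling and the filterByExpr filter, with Benjamini-Hochberg adjustment and no batch term. A gene is called at an adjusted p under 0.05, and fold changes are log2, positive where germ-free was higher. Numbers of cells per class were compared by the same test with the kept cells as library size, beside an exact two-sided permutation test whose smallest p with 2 against 2 libraries is 0.333. Shares of cells carry 95% exact (Clopper-Pearson) intervals, which cover counting error only. Gene sets (10 lists) were tested with camera in limma 3.58.1 on log2 CPM (counts scaled to a common library total, prior count 2) at a preset correlation of 0.01. Median log2 fold changes of these 10 lists are over differences of mean log2 CPM between the groups, not over edgeR fold changes. The difference of the rearing effect between both enterocyte-like classes was tested as an interaction with library as a block. Genes are named in the text by rule. In all cells and in up to 6 classes with the most calls, up to 3 genes per direction with the smallest adjusted p were taken among genes with an absolute log2 fold change of at least 1 and both germ-free libraries on one side of both others. Every tested gene of a microbiota response list was added. Genes leading a cluster of a class are not reported as results in that class.

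The tests were tried on simulated counts drawn from the means, library sizes and dispersions of the real data with 200 changed genes. Dispersions followed the fitted trend over abundance (the common dispersion for the interaction), so they did not vary between genes of like abundance. With all cells summed (16319 genes in the step), 1.03% of the genes changed by 2 on the log2 scale were called without a batch term, against 82.7% when each pair of libraries was simulated with its own means and fitted with the pair as a block (16664 genes). In lysosome-rich enterocyte-like cells (8964 genes) 60.0% of such genes were called and 2 unchanged genes were called. The interaction test called 33.0% (9466 genes).

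Alternatives tried were RLE scaling, DESeq2 1.42.0, other count filters, a batch block, other cell filters, doublets kept, other clusterings, thinned counts, genes of other classes left out, other set tests and leaving out each library. Alternatives chosen after seeing the data were no mitochondrial limit, leaving out barcodes that had a deeper twin in another library, the largest cluster of the lysosome-rich class alone (with an epidermis-like cluster of 1 library left out and the other classes unchanged), clustering without called genes, the cluster holding most cells of a class under another clustering, and testing unnamed clusters as well. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, R 4.3.3 and matplotlib 3.10.9 were used. Ionocytes, goblet cells, neutrophils and the other listed types with no named cluster were not analysed here.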

Results

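Single-cell transcriptomes were collected from the dissected intestine and adjoining tissue of zebrafish larvae at 6 days after fertilization, to compare larvae raised with microbes against larvae raised germ-free. The design held 2 conventionally reared libraries (replicates 1 and 3) and 2 germ-free libraries (replicates 2 and 4). The deposited UMI counts came to 39701999 in conventionally reared replicate 1, 42235427 in germ-free replicate 2, 69797311 in conventionally reared replicate 3 and 56001728 in germ-free replicate 4. These came from 3168, 3685, 7814 and 9546 barcodes in the same order, with medians of 4798.5, 4281, 3129.5 and 2112.5 UMIs per barcode.

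The libraries fell into pairs that did not follow rearing. Replicates 1 and 2 had fewer barcodes than replicates 3 and 4, and a mitochondrial share above 25% was found in 46.6% and 55.3% of their barcodes, against 19.8% and 21.5%. After filtering, 1645, 1613, 5880 and 6855 cells remained in replicates 1, 2, 3 and 4. Setting replicates 1 and 2 against replicates 3 and 4 called 1044 genes with all cells summed (4889 at an unadjusted p under 0.05). The split by rearing called 0 (135 at an unadjusted p under 0.05), and the remaining split called 0 (40 at an unadjusted p under 0.05). Each pair held 1 library of each rearing, so the rearing effect could be computed within each pair and with the pair as a block.

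Replicates 1 and 2 shared 129 barcodes, whereas the other pairs of libraries shared between 5 and 17. The shared barcodes of replicates 1 and 2 differed in depth by a median ratio of 102, and their profiles correlated across genes with a median Pearson r of 0.839 (genes are not independent replicates). In the pair of replicates 3 and 4 the median ratio was 2.92 and the median r was 0.289. Of the 69 deepest barcodes (the top 1%) of replicates 1 and 2, 66 had a twin, against 0 of 175 in replicates 3 and 4. Among kept cells, 64 of the 178 pancreatic acinar-like cells of conventionally reared replicate 1 and 13 of the 43 hepatocyte-like cells of germ-free replicate 2 were the shallower barcode of such a pair.

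**Figure D1:**
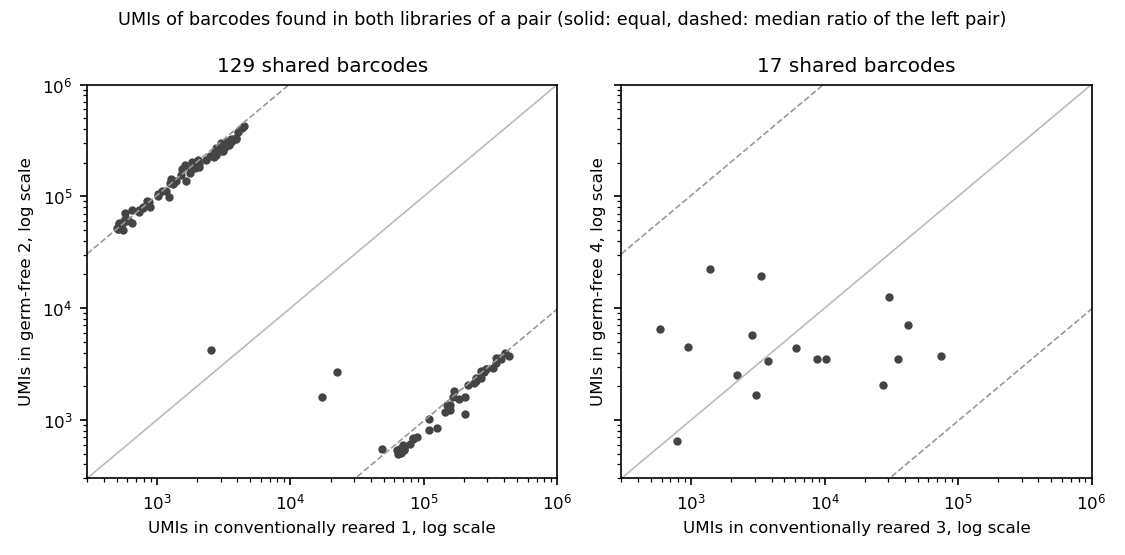
UMIs per barcode, on log axes, of barcodes found in both conventionally reared replicate 1 and germ-free replicate 2 (left, 129 barcodes) or in conventionally reared replicate 3 and germ-free replicate 4 (right, 17 barcodes), with 1 point per barcode. Dashed lines mark a ratio of 102. Of the 129 barcodes on the left, 126 had a ratio over 50, against 0 on the right.

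Among the 20 named classes, 9 had at least 20 cells in every library. The most frequent, absorptive enterocyte-like cells, made up 51.1% of kept cells in replicate 1, 54.5% in replicate 2, 18.4% in replicate 3 and 14.1% in replicate 4. Their mean share was 34.7% ± 23.1 (SD, n = 2) in conventionally reared and 34.3% ± 28.5 (SD, n = 2) in germ-free libraries. Macrophage-like cells had a mean share of 2.84% ± 0.966 (SD, n = 2) in conventionally reared and 1.38% ± 0.0700 (SD, n = 2) in germ-free libraries. The log2 ratio of these means was -1.05. With a library left out it ran from -1.36 (without conventionally reared replicate 3) to -0.65 (without conventionally reared replicate 1). Both germ-free libraries lay below both conventionally reared libraries, for which an exact two-sided permutation test gives its smallest possible p, 0.333 with 2 libraries against 2, and the adjusted p in the edgeR test was 0.988. The groups were separated in the same way for best4-like, endothelial-like and mesothelial-like cells, lower in germ-free, and for duct-like and lysosome-rich enterocyte-like cells, higher in germ-free. No class of the 21 in the fit, unnamed cells included, was called in the edgeR test of shares, where 0 classes had an unadjusted p under 0.05, and the smallest adjusted p with the pair as a block was 0.726. Unnamed cells made up 5.90% ± 3.44 (SD, n = 2) of conventionally reared and 10.8% ± 10.0 (SD, n = 2) of germ-free libraries. The share of lysosome-rich enterocyte-like cells stayed in the fit (log2 ratio 0.61, adjusted p 0.988) but is not interpreted or drawn, because genes leading a cluster of that class differed with rearing.

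**Figure D2:**
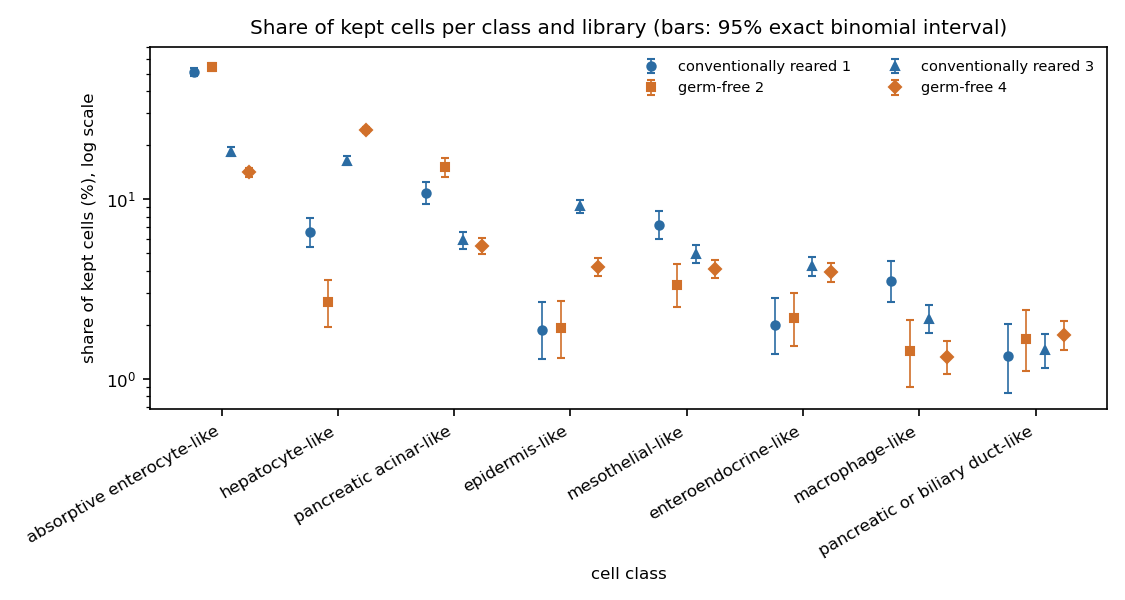
Share of kept cells in percent, on a log axis, for 8 cell classes in each library, with 95% exact binomial intervals as bars. For absorptive enterocyte-like cells the libraries of one rearing lie much further apart than the means of both rearings (34.7% and 34.3%). These cells lie at 51.1% and 54.5% in replicates 1 and 2 and at 18.4% and 14.1% in replicates 3 and 4.

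The first comparison asked which genes changed in the tissue as a whole. With all kept cells summed, 16911 genes were tested and 0 were called by edgeR's quasi-likelihood test, with 135 genes (0.798%) at an unadjusted p under 0.05. In simulated counts the same fit called 1.03% of genes changed by 2 on the log2 scale, so most changes of that size would have been missed. The fit with the pair as a block called 82.7% of such changes in counts simulated from it. Those counts had no spread of dispersion between genes of like abundance, so 82.7% is not the power in the real data. There the block fit did not call saa at a log2 fold change of -4.25 (edgeR adjusted p 0.0753). The biological coefficient of variation was 46.2%, and 25.1% with the pair as a block, where 0 genes were called and 687 had an unadjusted p under 0.05. DESeq2 moved this result the most, with 19 genes called, of which 0 were higher in germ-free.

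A list of 22 genes known to respond to microbes was fixed in advance, of which 18 passed the filter. Adjusted over the list alone, 2 genes were called, and 0 over all genes tested. The gene saa (ENSDARG00000045999) stood at 42.9 and 33.2 CPM in conventionally reared and 1.44 and 2.53 CPM in germ-free libraries, a log2 fold change of -4.24 (SE 0.44, adjusted p over the list alone 0.00717). The chemokine gene cxcl8a (ENSDARG00000104795) stood at 28.0 and 14.1 CPM against 2.25 and 2.71 CPM, a log2 fold change of -3.08 (SE 0.45, adjusted p over the list alone 0.0154). Their adjusted p over all genes was 1.00. Both were lower in germ-free in both pairs of libraries. The list held 11 genes lower in germ-free, of which 8 were lower in both pairs. The next 4 by p were gpx1b, il1b, mpx and fads2, with log2 fold changes of -1.19, -2.07, -3.00 and 0.82. The pair as a block called 6 genes over the list alone. The remaining 12 genes were tnfa, angptl4, mmp9, cpt1b, socs3b, egln3, pck1, cp, c3a.1, alpi.1, hamp and cfb, with log2 fold changes between -1.23 (tnfa) and 0.60 (cpt1b), none of which was called over the list. All of these 12 except tnfa and angptl4 changed sign when a library was left out, such as mmp9 from -0.80 to 0.95 without conventionally reared replicate 3. Those fits had no pair term and split the pairs unequally between the groups, so a sign change there can come from the pairs. Within both pairs cpt1b (0.50 and 0.62) and egln3 (0.32 and 0.23) were higher in germ-free. Likewise socs3b (-1.03 and -0.13) and hamp (-1.93 and -0.17) were lower in both. The pairs had opposite signs for mmp9, pck1, cp, c3a.1, alpi.1 and cfb. Without conventionally reared replicate 1 il1b went to -1.18, without germ-free replicate 4 mpx went to -5.23 and tnfa to -3.22, and without germ-free replicate 2 tnfa went to -0.49. For cp, c3a.1 and cfb the sign changed with the pair as a block.

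Fitted class by class, 55 gene calls were made over the 9 classes, 27 higher and 28 lower in germ-free. They came from lysosome-rich enterocyte-like cells (34 calls) and pancreatic or biliary duct-like cells (21 calls). Absorptive enterocyte-like cells had 0 calls among 10875 tested genes, with 337 genes at an unadjusted p under 0.05. In macrophage-like cells, 0 of 4071 genes were called and 95 had an unadjusted p under 0.05. Over the settings tried, the count of calls over classes ran from 1, with cells clustered without the called genes and the lysosome-rich class unnamed, to 597 without a low-count filter. With the pair of libraries as a block 558 calls were made, 228 higher and 330 lower in germ-free, of which 108 were in absorptive enterocyte-like and 141 in lysosome-rich enterocyte-like cells.

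The class named lysosome-rich enterocyte-like held 1447 cells in 2 clusters. The larger, with 1399 cells, had 3 detected markers (fabp6, slc10a2 and amn) and was led by malb, irg1l, zgc:174917, hoxb13a and eve1. The smaller, with 48 cells, had 10 detected markers and was led by ctsbb, fabp6 and ctsl.1, but it held 0 cells of conventionally reared replicate 1 and 1 cell of germ-free replicate 4. The class had 69, 171, 536 and 671 cells in replicates 1, 2, 3 and 4. Of its 34 calls, 28 were lower and 6 higher in germ-free, and all 34 were called with the pair as a block. Of the 34, 2 led the larger cluster and are not reported as results. Calls fell to 3 with expression centred per library before clustering and to 9 with at least 10 counts required in every library, a filter that removed 19 of the 34 before testing.

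The named genes lower in germ-free in this class were BX908782.2, zgc:152791 and si:dkey-188i13.6. BX908782.2 (ENSDARG00000101479) was at 886 and 662 CPM in conventionally reared and 1.69 and 1.57 CPM in germ-free libraries, a log2 fold change of -8.88 (SE 0.49, adjusted p 0.000156). For zgc:152791 (ENSDARG00000039243) the values were 447 and 406 CPM against 3.80 and 6.07 CPM, a log2 fold change of -6.37 (SE 0.41, adjusted p 0.000344), and its level in conventionally reared libraries was as little as 3.93 times that in absorptive enterocyte-like cells. The gene si:dkey-188i13.6 (ENSDARG00000074217) was at 57.1 and 83.8 CPM against 2.95 and 2.94 CPM, a log2 fold change of -4.58 (SE 0.37, adjusted p 0.00151), and it was highest in tuft-like cells (478 CPM against 41.9 CPM in this class over all libraries). Higher in germ-free were the pancreatic enzyme genes cel.2, ela2 and cel.1, with log2 fold changes between 2.11 and 2.53 and adjusted p of 0.0223, 0.0233 and 0.0315. The 6 genes called higher in this class were each at least 10-fold higher in another class. Each of these 6 named genes had both germ-free libraries on the same side of both conventionally reared libraries. The naming rule required this, so it is no separate result.

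In pancreatic or biliary duct-like cells (22, 27, 85 and 120 cells in replicates 1, 2, 3 and 4) all 21 calls were higher in germ-free, while the pair as a block gave 61 calls, 40 higher and 21 lower. The named ones were ela2 (ENSDARG00000056744), with a log2 fold change of 3.74 (SE 0.39, adjusted p 0.0141), cel.2 (ENSDARG00000029822), with 3.85 (SE 0.46, adjusted p 0.0141), and ctrb1 (ENSDARG00000090428), with 2.93 (SE 0.35, adjusted p 0.0141). With genes at least 10-fold higher in another class left out, 0 calls were made in this class (131 genes at an unadjusted p under 0.05). The count was also 0 with doublets kept (75 genes at an unadjusted p under 0.05) and with cells clustered without the called genes (111 genes). Across the 14 pancreatic enzyme genes tested, the share of UMIs in duct-like cells was 0.248% and 0.261% in conventionally reared and 1.62% and 1.48% in germ-free libraries. In pancreatic acinar-like cells, which make these enzymes, it was 55.0% and 55.7% against 56.3% and 53.6%. It was higher in both germ-free libraries than in the conventionally reared library of the same pair in all 8 classes other than acinar-like cells.

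**Figure D3:**
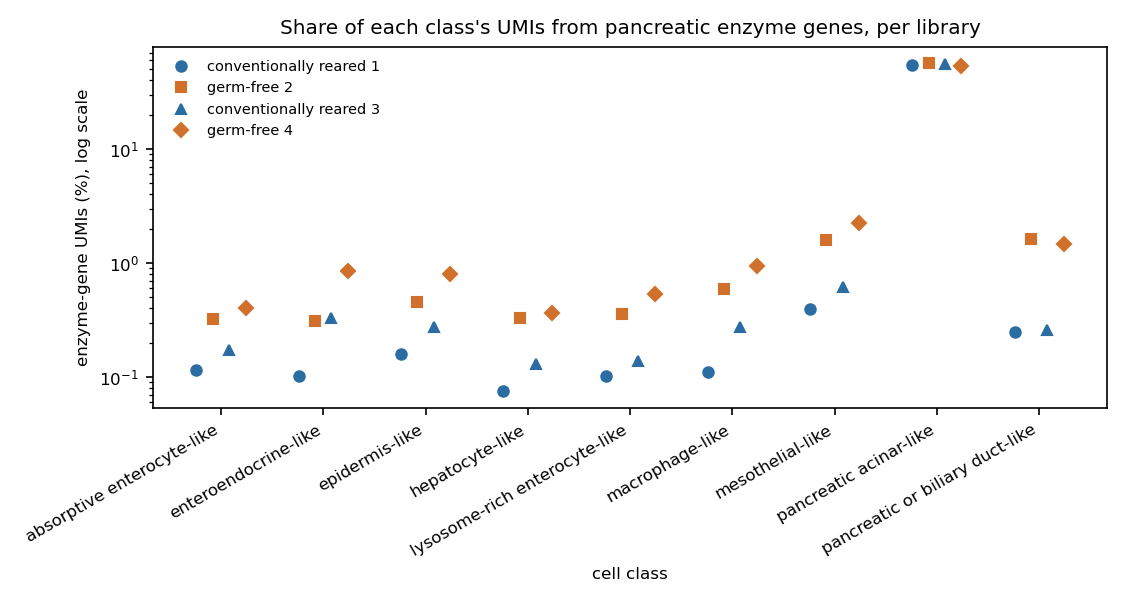
Percent of the UMIs of each class that came from 14 pancreatic enzyme genes, on a log axis, with 1 point per library. In the 8 classes other than pancreatic acinar-like cells the germ-free points lie above the conventionally reared point of their pair, while the acinar-like points lie between 53.6% and 56.3%.

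Gene sets were tested in all cells and in the 9 classes (96 tests), of which 21 were called by camera, 9 higher and 12 lower in germ-free. Of the 9 higher, 8 were the pancreatic enzymes in the classes other than acinar-like cells, with median log2 fold changes from 1.40 to 2.83, and the other was the cell cycle set in epidermis-like cells (0.96, adjusted p 0.00395). The inflammation set was lower in all cells summed (median log2 fold change -0.45, adjusted p 6.26e-08), as was the interferon response (-0.56, adjusted p 1.34e-05). In lysosome-rich enterocyte-like cells the interferon response had a median log2 fold change of -1.13 (adjusted p 2.29e-06) and the cell cycle set of -1.29 (adjusted p 8.49e-07). The xenobiotic and oxidative stress set was lower there too (-0.58, adjusted p 0.000985). In all cells summed, the cell cycle, complement and response list sets had medians of -0.50, -0.76 and -0.65 and were called. All set medians here are over differences of mean log2 CPM, a different measure from the edgeR fold changes given for single genes. The sign can differ between both measures: by edgeR cp, c3a.1 and cfb had log2 fold changes of 0.35, 0.28 and 0.18. In hepatocyte-like cells the complement set was not called (median -0.01, adjusted p 0.904). The complement genes cp, c3a.1 and cfb in all cells summed fell by 2.29, 1.89 and 2.15 on the log2 scale in replicates 1 and 2 and rose by 0.83, 0.76 and 0.65 in replicates 3 and 4. The share of hepatocyte-like cells likewise fell from 6.57% to 2.67% in replicates 1 and 2 and rose from 16.4% to 24.3% in replicates 3 and 4. Absorptive enterocyte-like cells had a lower inflammation set (-0.37, adjusted p 0.00316). The response list was lower in macrophage-like cells (-1.22, adjusted p 0.000177) and lysosome-rich enterocyte-like cells (-0.16, adjusted p 0.0364), and the cell cycle set was called in macrophage-like cells with a median near 0 (-0.02, adjusted p 0.0460). The fatty acid oxidation, lipid absorption and glycolysis sets were not called without a block, with smallest adjusted p of 0.0623, 0.0892 and 0.345. With the pair as a block 25 sets were called, 20 of them shared. The block added fatty acid oxidation in all cells (adjusted p 0.0147), lipid absorption in mesothelial-like cells (0.0388), xenobiotic and oxidative stress in mesothelial-like cells (0.0399) and inflammation in hepatocyte-like (0.000915) and pancreatic acinar-like cells (0.00291). It did not call the cell cycle set in macrophage-like cells (0.0568). None of the 21 calls made without a block held under fry or under camera with an estimated correlation, each of which called 0 sets (8 and 2 at an unadjusted p under 0.05).

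Whether the effect of rearing differed between absorptive and lysosome-rich enterocyte-like cells was tested as an interaction. Of 12363 genes, 4 were called and 709 had an unadjusted p under 0.05. In 3 of the 4 genes the log2 fold change was lower in lysosome-rich enterocyte-like cells. The gene prdx1 (ENSDARG00000058734) had a log2 fold change of -6.79 there and 0.43 in absorptive enterocyte-like cells, a difference of -7.20 (SE 0.55, adjusted p 0.000122). For saa the values were -6.99 and -0.37, a difference of -6.68 (SE 0.74, adjusted p 0.00436). In lysosome-rich enterocyte-like cells saa was at 778 and 302 CPM in conventionally reared and 1.27 and 6.27 CPM in germ-free libraries. For si:dkey-11k2.7 (ENSDARG00000087017) the log2 fold changes were -4.23 and 2.58, a difference of -6.65 (SE 0.47, adjusted p 9.18e-05), and this gene was highest in tuft-like cells (422 CPM against 15.2 CPM in lysosome-rich enterocyte-like cells). The copy of cyp2k6 with the identifier ENSDARG00000098995, which shares its symbol with another identifier, differed by 3.13 (SE 0.44, adjusted p 0.0393), falling in absorptive enterocyte-like cells (-2.98) and not in lysosome-rich ones (0.17). With at least 10 counts required in every library 0 genes were called (486 at an unadjusted p under 0.05), but that filter removed 3 of the 4 genes before testing, because they had fewer counts in lysosome-rich enterocyte-like cells of germ-free libraries.

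**Figure D4:**
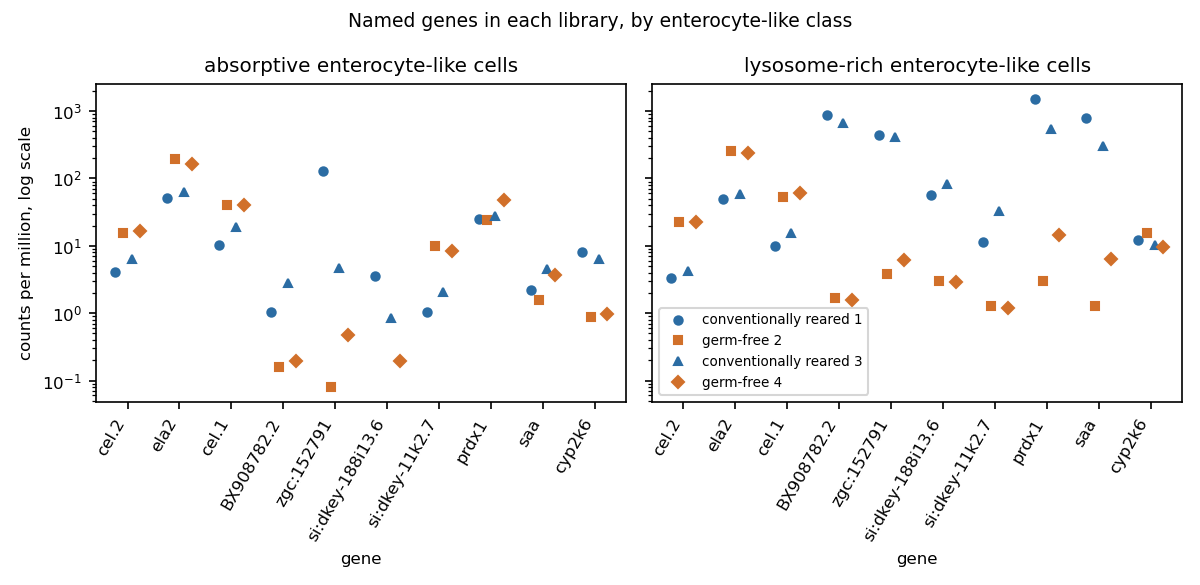
CPM, on a log axis, of named genes and of the 4 genes with a different rearing effect, in absorptive (left) and lysosome-rich (right) enterocyte-like cells, with 1 point per library and libraries at 0 not drawn. In the right panel saa lies at 778 and 302 in conventionally reared and 1.27 and 6.27 in germ-free libraries.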

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

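The tests with the largest cluster alone and with cells clustered without the called genes, the cluster holding most cells of the class included, were chosen only after results were seen.

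The effect of rearing differed between lysosome-rich and absorptive enterocyte-like cells for 4 genes in an edgeR interaction test, which is why they are taken up here. The difference in log2 fold change was -7.20 for prdx1, -6.68 for saa, -6.65 for si:dkey-11k2.7 and 3.13 for the copy of cyp2k6 with the identifier ENSDARG00000098995. For prdx1 the lysosome-rich class fell from 1514 to 2.95 CPM in replicates 1 and 2 and from 537 to 14.3 CPM in replicates 3 and 4, while absorptive enterocyte-like cells stood at 24.8 and 24.2 CPM and at 27.8 and 47.1 CPM. The fall in the lysosome-rich class was seen in both pairs of libraries for that gene.

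A different mix of the 2 clusters within the class was tested with the largest cluster alone, where all 4 genes were still called. Only 48 of 1447 cells were left out there, so a mix of cell states within the largest cluster was not tested. Called genes steering the clustering were tested by clustering the cells without the genes called in a class or on the response list. No test on the named class could be run because the class stayed unnamed. In the cluster holding most of its cells all 4 genes were called. The gene cyp2k6 was called in no class and was not on that list. It was therefore not left out, and the clustering test does not cover it. RNA of other cell classes was tested by counting genes at least 10-fold higher in another class than in both enterocyte-like classes, which held for 1 of the 4, si:dkey-11k2.7. For most of the 4 genes these tests argue against a different mix of the 2 clusters, called genes steering the clustering and RNA of other cell classes. For si:dkey-11k2.7, free RNA of tuft-like cells would move both enterocyte-like classes of a library alike, whereas the gene rose in absorptive cells (1.03 to 9.84 and 2.05 to 8.48 CPM) and fell in lysosome-rich ones (11.5 to 1.27 and 32.5 to 1.18 CPM) in replicates 1 and 2 and in replicates 3 and 4. Tuft-like cells grouped with either class were not tested.

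A response to the absence of microbes may explain the loss of prdx1, saa and si:dkey-11k2.7 in germ-free cells of this class. It may also explain the lower cyp2k6 in absorptive enterocyte-like cells, which was not called within that class (edgeR adjusted p 0.125). Other explanations stay open. Over 14 alternatives, saa was called in 13, prdx1 in 12, si:dkey-11k2.7 in 11 and cyp2k6 in 7. With at least 10 counts in every library all but cyp2k6 were removed before testing, so that setting says nothing of those 3. The gene cyp2k6 was not called there, nor with at least 1000 UMIs per cell, a mitochondrial share up to 10%, no mitochondrial limit, doublets kept, expression centred per library or genes 10-fold higher in another class left out. With at least 1000 UMIs per cell saa was the 1 gene called. A depth difference was not tested for the interaction. Reads shared between gene copies were not tested, which concerns cyp2k6 most. The larger cluster of the class was named from 3 detected markers, so the class may hold another kind of posterior enterocyte.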

How the results depend on the processing

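Libraries could not be paired by label because the groups share no replicate number there. The block used below is not a pairing by label: it groups 1 library of each rearing by batch, as seen in cell numbers and mitochondrial shares. The tests on lysosome-rich enterocyte-like cells, without a mitochondrial limit, without shallower twins, on the largest cluster alone, on unnamed clusters and with cells clustered without called genes were chosen after the data were seen. Causes of the changes below were not tested unless given.

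With RLE scaling no count moved by more than 1.5 times, and the share of higher calls moved little (27 of 57 against 27 of 55 over classes). DESeq2 called 19 genes in all cells summed, 174 over classes, 40 in absorptive and 75 in lysosome-rich enterocyte-like cells, 5 of the response list and 16 interaction genes. Without a low-count filter the counts were 597 over classes, 146 in absorptive and 201 in lysosome-rich enterocyte-like cells and 94 for the interaction. Requiring at least 10 counts in every library gave 5 in absorptive and 9 in lysosome-rich enterocyte-like cells and 0 for the interaction (486 at an unadjusted p under 0.05). By construction that filter removed 19 of the 34 calls in the lysosome-rich class and 3 of the 4 interaction genes before testing.

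The pair of libraries as a block gave 558 calls over classes, 108 in absorptive and 141 in lysosome-rich enterocyte-like cells, and 6 genes of the response list. In the self-test the block recovered 82.7% of large changes in all cells summed, and the fit without it 1.03%, each on counts simulated from its own fit. The simulated dispersions did not vary between genes of like abundance, so these shares are not the power in the real data. The sign of 3 genes of the list changed with the block, cp to -0.72, c3a.1 to -0.56 and cfb to -0.74, none of them called. All 34 calls in lysosome-rich enterocyte-like cells were kept under DESeq2, the block and no filter.

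With at least 1000 UMIs per cell there were 34 calls over classes, 13 in lysosome-rich enterocyte-like cells and 1 for the interaction. A mitochondrial share up to 10% gave 17 in lysosome-rich enterocyte-like cells and 11 for the interaction. With doublets kept, 24 calls were made over classes, and the duct-like calls went to 0 (75 at an unadjusted p under 0.05). At least 50 cells in every library left 4 classes and 34 calls, by construction. Leaving out genes 10-fold higher in another class gave 32 over classes, 4 in absorptive enterocyte-like cells and 2 for the interaction.

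Clusterings mattered for the class results. Leiden resolution 2 gave 21 calls over classes, since the lysosome-rich class could not be tested there, and no interaction value. In the cluster with most of its cells at that resolution, 80 genes were called and 33 for the interaction. Expression centred per library gave 28 over classes and 3 in lysosome-rich enterocyte-like cells. Clustering without the called genes gave 1 call over 8 classes, with the lysosome-rich class again unnamed, and in its matched cluster 19 interaction genes. The largest cluster alone gave 16 interaction genes.

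Camera with an estimated correlation called 0 gene sets and fry called 0 (2 and 8 at an unadjusted p under 0.05). No share of cells was called under any alternative run for shares, where 0 classes had an unadjusted p under 0.05. All cells summed stayed at 0 calls under every setting run except DESeq2, with between 112 and 687 genes at an unadjusted p under 0.05.

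Counts of calls have no value with a library left out, since 1 library would remain in an arm. Among single values, 22 log2 fold changes of named genes and 11 share ratios moved by more than the spread between libraries, all on leaving out a library, and 110 and 65 did not. Some of these grew, such as mpx from -3.00 to -5.23 without germ-free replicate 4, and others shrank or changed sign, such as il1b from -2.07 to -1.18 without conventionally reared replicate 1 and mmp9 from -0.80 to 0.95 without conventionally reared replicate 3. With a library left out, the pairs were unequally split between the groups and no pair term was used. A move or sign change there can therefore come from the pairs. Another 23 counts in single classes moved and 88 did not.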

Other observations

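The tests of shared barcodes, of the acinar share of UMIs, of genes called lower and higher taken apart, of the lower genes highest in their class, of the largest cluster alone, of shallower twins left out, of the epidermis-like cluster of 1 library and of clustering without called genes, the cluster with most cells of the class included, were chosen only after results were seen.

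Barcodes shared by replicates 1 and 2 numbered 129, whereas chance overlap at the rate of the other pairs of libraries would give 2.71. Of the deepest 1% of barcodes, 95.7% had a twin in the other library. The median depth ratio was 96.7 for these and 102 over all 129 shared barcodes. Reads exchanged between the 2 libraries, such as through sample indices, could give this pattern. The ratio is one of UMIs per barcode, so it gives no rate of exchange per read. Whether the exchange happened in sequencing was not tested, and no biological explanation was tested. Among kept cells 64 of 178 pancreatic acinar-like cells of conventionally reared replicate 1 and 28 of 243 in germ-free replicate 2 were shallower twins, so such cells may belong to the other library.

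In lysosome-rich enterocyte-like cells, 34 genes were called. A different mix of the 2 clusters was tested with the largest cluster alone, where 34 of the 34 were called. Only 48 of 1447 cells were left out there, so a mix of cell states within the largest cluster was not tested. For called genes steering the clustering, no test on the named class could be run because the class stayed unnamed. In the cluster with most of its cells, chosen afterwards, 31 were called. With expression centred per library before clustering, only 3 of the 34 were called, so the calls depended on how cells were clustered. Counts thinned to the shallowest library, a test of a difference in depth, kept 24. Leaving out shallower twins kept 30, but only 1 cell of the class was such a twin, so this decides nothing about twins, and 4 calls rested on little. RNA of other cell classes as the source of most calls was tested first by counting called genes at least 10-fold higher in another class, which were 13 of 34, fewer than that explanation needs for the whole list.

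Once that count was known, the calls were taken apart by direction. Of the 6 higher in germ-free, 6 were at least 10-fold higher in pancreatic acinar-like cells, which is consistent with RNA of other cell classes. Of the 28 lower, 7 were at least 10-fold higher in another class, and 12 were at least 10-fold above absorptive enterocyte-like cells in both conventionally reared libraries, BX908782.2, saa and prdx1 among them. By that last count alone RNA of other cell classes was not excluded for the lower genes as a list. However, the 2 genes leading a cluster of the class were left out and the other 26 were compared across classes. Of these, 9 were higher here than in every other class with at least 20 cells in the library, in both conventionally reared libraries. BX908782.2, saa, prdx1 and zgc:152791 were among them. This argues against RNA of the compared classes for those 9. Classes with fewer cells were not compared, such as tuft-like and lymphocyte-like cells of conventionally reared replicate 1 (5 and 6 cells). RNA of other cell classes stays open for the other lower genes. For the 7 at least 10-fold higher elsewhere, free RNA reaching all cells of a library alike is argued against. In both conventionally reared libraries their level here was at least 7.22 (si:dkey-11k2.7) to 23.2 times (prss60.2) that in absorptive enterocyte-like cells. Cells of those other classes grouped with this class were not tested. A response of these cells to microbes stays open for the lower genes, as a hypothesis.

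Pancreatic enzyme genes were higher in germ-free in 8 of 8 classes other than acinar-like cells, and so were acinar genes outside the enzyme list (8 of 8 classes), a test set to ask whether RNA of acinar cells lay behind the calls in duct-like cells. That is consistent with free acinar RNA at a higher level in the germ-free preparations. More RNA in the captured acinar cells could contribute in replicates 1 and 2, where their share of UMIs was 15.1 points higher in germ-free. As the whole cause it is argued against, since that share rose 1.53-fold while the enzyme share rose between 2.82-fold and 6.53-fold, by more than the acinar share in 8 of 8 classes. In replicates 3 and 4 the difference was -5.11 points, against that explanation. More breakage of acinar cells during dissociation, or a larger pancreas in germ-free larvae, was not tested.

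Epidermis-like cells had 0 calls without a batch term (155 genes at an unadjusted p under 0.05) and 132 with the pair of libraries as a block. One of its clusters had 97 of 99 cells in conventionally reared replicate 3. Without that cluster 61 genes were called, of which 58 were among the 132, so a cluster of 1 library may account for the larger part of the calls. Part of the loss could also come from having fewer cells (788 against 887).

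Genes of sterol synthesis stood out in hepatocyte-like cells with the pair as a block, where cyp51, hmgcs1 and fdps had log2 fold changes of 2.90, 2.25 and 1.65, and these 3 were chosen after their values were seen. A list of 20 further genes of the pathway was then written before their values were seen, of which 16 could be tested and 15 were higher in germ-free (camera p 1.36e-08, median log2 fold change 0.50), while fry gave p 0.225. Within replicates 1 and 2, 16 were higher, and within replicates 3 and 4, 12. The p was 1.28e-08 without shallower twins, but leaving them out only took the smallest library from 449079 to 441779 counts, so this decides nothing about them. A higher level of the whole pathway in germ-free hepatocyte-like cells is a candidate explanation, with 1 of the 16 called alone and no support from fry. Without the block, 0 genes were called in this class (102 at an unadjusted p under 0.05).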
